A study of Mus musculus with 12 samples.

How the data were processed

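RNA of CD11b dendritic cells (DCs) from wild-type C57BL/6J mice was sequenced as 12 libraries. Per the labels' protocols, the mice had received a replication-deficient adenovirus into the trachea. It carried either no inserted gene (AdCL, the empty control vector) or a pig gene for TGF-β1 that yields active protein (AdTGFb1). The sample titles place 3 libraries of each vector in experiment 1 and 3 in experiment 3, and give each library a DC number, which names it here. These are AdCL DC 7, 8 and 9 and AdTGFb1 DC 14, 52 and 54 in experiment 1, and AdCL DC 943, 944 and 949 and AdTGFb1 DC 954, 955 and 956 in experiment 3. Whether each library came from a separate animal, the organ and the gate of the sort, the time after the vector and the sex of the mice are not given in the sources used here. The p-values therefore measure the spread between these libraries.

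Per the labels' protocols, RNA was isolated with a column kit for small samples, polyadenylated RNA was selected from total RNA, and a directional kit, which keeps the strand, made the libraries with 10 cycles of PCR. The submitters' processing notes name bcl2fastq, Trim Galore 0.4.1, cutadapt 1.9.1, FastQC 0.11.4, STAR 2.5.0c, HTSeq and DESeq2 and the genome build mm9, with no role or order for any of them. The deposited table holds raw read counts for 24391 gene symbols, 1 column per library. The unit was checked on the values: whole numbers, with every small number present in each column and totals that differ between libraries. The annotation and the strand setting of the counting are not given in the sources used here. Reads of genes that overlap on opposite strands, or that have near-identical copies, are therefore treated as uncertain where such a gene is named. The M21 annotation, which is of another build than the counts, was used only for transcript length, GC content, the X and Y chromosomes and exon overlap. No coordinates were taken from it.

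Every comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalisation and the quasi-likelihood F test. A low-count filter (filterByExpr, on the 4 groups of vector and experiment) left 13221 genes. Another 7100 genes had no count in any library. AdTGFb1 was compared with AdCL over both experiments with the experiment as an additive term. The same fit compared experiment 3 with experiment 1. A model with 4 groups gave the vector's effect within each experiment and the difference between these effects (experiment 3 minus experiment 1), called the interaction here. All tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. Levels are in CPM, read counts scaled to the depth of each library with TMM-scaled library sizes, as mean ± SD. Effects are log2 fold changes ± SE from the fit. The SE was taken as the size of the effect over the square root of the F statistic, so it restates the test.

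A set of 38 gene lists with 1021 members was written before the data were examined, as were the tests, the threshold, the other settings to try and the rule for named genes. Of the members, 1019 were in the table. Each list was tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over the 38 lists. Counts of called members are given over all genes tested and adjusted over the list alone. Because a preset correlation can understate how far genes of 1 list move together, each list that passed over both experiments or for the interaction is also given with camera's estimated correlation. With that, 0 of the 38 lists passed over both experiments (smallest adjusted p 0.091), with 8 lists at an unadjusted p under 0.05, while limma's fry test passed 21 lists.

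Genes are named by a rule. It takes, in each direction, up to 10 genes with the largest change over both experiments among called genes with a mean of at least 5 CPM, the same sign in each experiment and no clone or model name. It adds up to 4 members per list with the smallest adjusted p and at least 1 CPM, 20 genes fixed in advance whatever their result, up to 5 genes with the strongest interaction, and up to 4 per direction for experiment 3 against 1. This gave 176 genes, some of which are not reported here. Any other gene singled out is said to have been chosen after its values were seen. Of the 176 genes, 17 share exon sequence with another tested gene, 16 of them on the opposite strand, and such genes are marked where their values are given.

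Totals ran from 10099912 to 15594546 counts. At that depth 3 counts, used as the floor where a gene had none, correspond to 0.181 to 0.31 CPM depending on the library, and such floors cover counting error only because reads after PCR without molecular identifiers are not independent molecules. Each test was first run on simulated counts drawn from these libraries' means and sizes, with 200 genes changed. For AdTGFb1 against AdCL over both experiments (13065 genes), edgeR recovered 32.8% of the genes changed 1.5-fold, 58.2% of those changed 2-fold and 90.9% of those changed 4-fold, and 3.97% of the calls were false. For the same sizes it recovered 10.4%, 43.3% and 78.8% within experiment 1 and 7.46%, 41.8% and 83.3% within experiment 3 (13109 genes), with 13.7% and 3.3% false. For the interaction (13063 genes) it recovered 1.49%, 22.4% and 63.6%, with 4.92% false. For experiment 3 against 1 (13078 genes) it recovered 31.3%, 74.6% and 93.9%, with 8.28% false. In a simulation that shifted the members of 2 lists 1.5-fold (13066 genes), camera found 2 of the 2. The draws set no correlation between members of a list, so this does not test the preset correlation.

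The alternatives were relative log expression and upper quartile factors, DESeq2 1.42.0, limma-trend, voom with quality weights, other filters, no experiment term, each experiment alone, and leaving out each library in turn. The fits without 1 library tested 13754 to 13873 genes, so the genes tested changed together with the library. A term for the sex of the library, offsets for GC content and length, and a term for the marker score of epithelial, fibroblast and endothelial cells were added after the data were seen. No DC number occurs under both vectors, so libraries were not paired. A library was taken as male where Xist, an RNA made from the inactive X chromosome, lay under 100 CPM. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.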

Results

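The expression of genes in CD11b DCs, antigen-presenting cells that carry the integrin CD11b, was measured in 12 libraries. The series title places the study in mice with pulmonary fibrosis. Of the libraries, 6 were from mice given AdTGFb1 and 6 from mice given the empty vector AdCL. Experiment 1 and experiment 3 each gave 3 libraries per vector. In experiment 1, AdCL DC 7, 8 and 9 held 10992761, 10953043 and 11720034 counts and AdTGFb1 DC 14, 52 and 54 held 12201209, 13309757 and 13440851. In experiment 3, AdCL DC 943, 944 and 949 held 10099912, 13175213 and 15132731 counts and AdTGFb1 DC 954, 955 and 956 held 13446756, 12290834 and 15594546. Pearson correlations of log2 CPM between libraries of the same vector and experiment lay between 0.896 and 0.942.

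The libraries also differed in measures other than the vector. AdCL DC 7, 8 and 9 and AdTGFb1 DC 14 held at most 2.29 CPM of Xist and between 120.5 and 225 CPM of Ddx3y, a gene of the Y chromosome, so these 4 libraries are from males. The other 8 held at least 1126 CPM of Xist and no count of Ddx3y. All libraries of experiment 3 were thus female, while in experiment 1 all 3 AdCL libraries and 1 of the 3 AdTGFb1 libraries were male. The share of counts on Rn45s, a ribosomal RNA precursor, ran from 7.44% to 8.33% in AdCL and from 5.6% to 7.46% in AdTGFb1 of experiment 1, and from 3.92% to 4.77% in AdCL and from 5.92% to 7.16% in AdTGFb1 of experiment 3. The share on Malat1 ran from 2.35% to 2.51% in AdCL and from 1.31% to 1.80% in AdTGFb1 of experiment 1. In experiment 3 it overlapped (2.39% to 3.01% and 1.98% to 3.15%). TMM factors ran from 0.881 to 0.919 in AdCL and from 1.05 to 1.08 in AdTGFb1 of experiment 1, and overlapped in experiment 3. The first principal component, with 26.9% of the variance, placed the AdCL libraries of experiment 1 between -95.7 and -81.1 and every other library between -23.2 and 65.5.

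The first comparison asks how gene expression in CD11b DCs differed between mice given AdTGFb1 and mice given the empty vector. With AdTGFb1, 17 of 27 genes of the mature, migrating DC were lower, and of 23 genes of monocytes and macrophages 16 were higher and 1 lower. Both lists passed camera's test with a preset correlation between genes, and neither did with an estimated correlation (adjusted p = 0.091 for each). Ccr7, the receptor that guides mature DCs to lymph nodes, fell from 1088 ± 215 CPM to 339.7 ± 78.1 CPM (SD, n = 6 per vector), a log2 fold change of -1.69 ± 0.14 (SE, adjusted p = 6.72e-07). Ccl22, a chemokine that mature DCs secrete, fell by 1.76 ± 0.17 on the log2 scale (adjusted p = 2.56e-06). Apoe, a lipid carrier made in large amounts by macrophages, rose from 2231 ± 1181 CPM to 7520 ± 2817 CPM, a log2 fold change of 1.85 ± 0.16 (adjusted p = 1.03e-06). Fcgr1, the high-affinity Fc receptor used to tell macrophages and monocyte-derived cells from DCs, rose by 1.68 ± 0.18 (adjusted p = 4.5e-06). For each of these 4 genes, 6 of 6 AdTGFb1 libraries lay beyond every AdCL library.

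**Figure D1:**
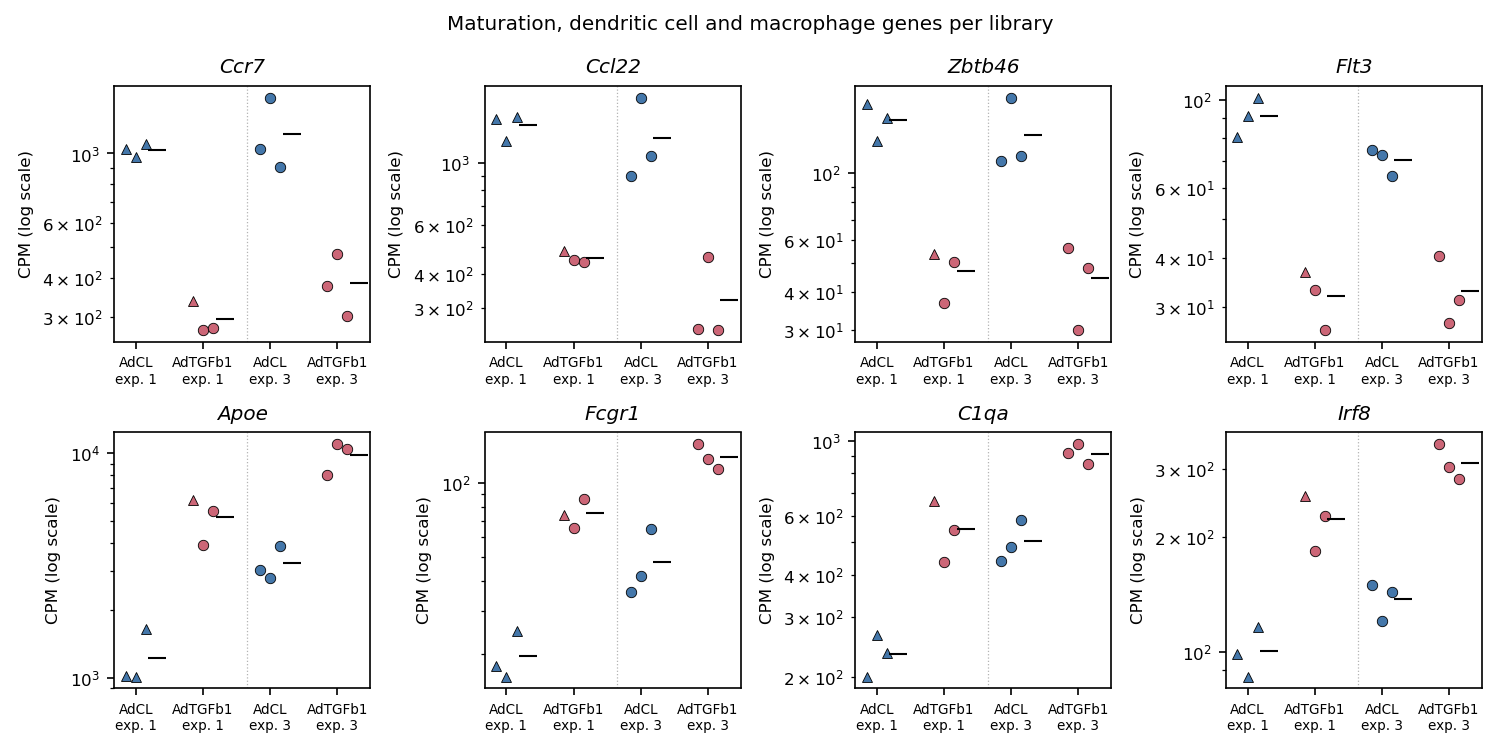
Levels of 8 genes in CPM on a log axis, for AdCL (blue) and AdTGFb1 (red) in experiments 1 and 3. Each symbol is 1 library, a triangle where the library is male and a circle where it is female, and a black dash is the mean of 3; Ccr7 lay at 1088 CPM over the 6 AdCL and 339.7 CPM over the 6 AdTGFb1 libraries, and Apoe at 2231 and 7520 CPM.

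Across all 13221 genes tested, edgeR called 897 higher and 1374 lower with AdTGFb1, which is 17.2% of the genes. Of these, 276 were at least 2-fold higher and 499 at least 2-fold lower. With a term for sex 582 genes were higher and 919 lower, and with a term for markers of other cells 369 and 761. On the X and Y chromosomes 46 of 411 tested genes were called (11.2%, against 17.4% elsewhere). Among called genes with at least 5 CPM, the largest increases included Serpina3f, a serine protease inhibitor of a family with near-identical copies (log2 fold change 3.50 ± 0.68, adjusted p = 0.00145), and C4b, a complement component that also has a close copy (2.46 ± 0.50, adjusted p = 0.00221). Each was above every AdCL library in 6 of 6. The others among the 10 largest increases were so in 3 or 4 of 6 AdTGFb1 libraries. Among them were Tlr12 (2.88 ± 0.57, 4 of 6) and Gpnmb (2.72 ± 0.59, 3 of 6). The call of Tlr12 was lost with no term for the experiment (2.3, adjusted p = 0.08). Gpnmb did not pass in experiment 3 (1.48, adjusted p = 0.143, against 4.03 in experiment 1). The largest decreases included S100a9, a calcium-binding protein of neutrophils and monocytes (-4.24 ± 0.64, adjusted p = 0.000152), Selp, the adhesion molecule P-selectin (-4.00 ± 0.71, adjusted p = 0.000628), and Timd4, a receptor for dying cells (-3.88 ± 0.37, adjusted p = 1.68e-06). Timd4 fell from 239 ± 116 CPM to 19.4 ± 14.5 CPM, and for these 3 genes 6 of 6 AdTGFb1 libraries lay below every AdCL library. Among the 10 largest decreases this held in 3 of 6 for Tgfbr3 (-4.08 ± 0.92). It held in 5 of 6 for Inmt (-4.06 ± 1.26) and Sema6a (-3.35 ± 0.87), and in 6 of 6 for the rest. Inmt and Sema6a did not pass in experiment 3 (adjusted p = 0.369 and 0.372). Of the 10 largest decreases, Tgfbr3 (0.139), Havcr1 (0.1) and Tnfrsf8 (0.0911) did not pass there either, and the rest did. Over both experiments the calls of Inmt and Sema6a were lost with a term for sex (adjusted p = 0.178 and 0.114). That of Inmt was also lost without AdTGFb1 DC 14 (0.0889), DC 52 (0.0741) or DC 54 (0.0815). That of Sema6a was also lost with a term for markers of other cells (0.15).

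Of 27 tested members of the mature migratory DC list, 17 fell and 10 did not pass (18 lower adjusted over the list alone). The median log2 fold change was -0.93, with a camera adjusted p of 1.1e-09 (adjusted p = 0.091 with an estimated correlation). Besides Ccr7 and Ccl22, Traf1, an adaptor of TNF receptors, fell by 1.92 ± 0.15, and Cd80, a ligand that co-stimulates T cells, fell by 1.61 ± 0.17. Of 22 co-stimulation and T cell priming genes, 11 fell and 1 rose (11 lower and 3 higher adjusted over the list alone). The median was -0.80, with an adjusted p of 0.00277 (adjusted p = 0.18 with an estimated correlation). Cd86, another co-stimulatory ligand, fell by 1.01 ± 0.14, and Il12b, a subunit of the cytokine that drives T helper 1 responses, by 1.27 ± 0.21. Of 20 CD11b DC identity genes, 9 fell and 2 rose (11 lower and 2 higher adjusted over the list alone). The median was -0.81, with an adjusted p of 0.000603 (adjusted p = 0.091 with an estimated correlation). In experiment 1 alone 8 fell and 3 rose, and the list did not pass (median -0.347, adjusted p = 0.0517). In experiment 3 alone 9 fell and 1 rose, and it passed (median -0.773, adjusted p = 3.34e-06), also with an estimated correlation (adjusted p = 0.027). Zbtb46, a transcription factor of conventional DCs, fell from 142 ± 29.3 to 45.9 ± 10.3 CPM, a log2 fold change of -1.63 ± 0.17 (adjusted p = 4.57e-06). Flt3, the receptor for the DC growth factor, fell by 1.30 ± 0.15, Irf4, a transcription factor of CD11b DCs, by 1.36 ± 0.16, and Cd209a, a lectin with near-identical copies, by 1.98 ± 0.26. Itgam, which encodes CD11b itself, did not pass (-0.21 ± 0.14, adjusted p = 0.356), nor did Itgax, which encodes CD11c (0.17 ± 0.12, adjusted p = 0.356).

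Of 23 monocyte and macrophage identity genes, 16 rose and 1 fell (18 higher and 2 lower adjusted over the list alone). The median was 0.98, with an adjusted p of 5.13e-09 (adjusted p = 0.091 with an estimated correlation). Csf1r, the receptor for the macrophage growth factor, whose exons overlap Hmgxb3 on the other strand, rose by 0.81 ± 0.10 and C1qa, a subunit of complement C1q, by 1.05 ± 0.13. Among genes fixed in advance, Ccr2, the receptor that brings monocytes out of the bone marrow, rose by 0.98 ± 0.16 (adjusted p = 0.000269). Of 25 phagocytic and scavenger receptors, 11 rose and 2 fell (13 higher and 3 lower adjusted over the list alone). The median was 0.43, with an adjusted p of 0.00233 (adjusted p = 0.19 with an estimated correlation). Mertk, a receptor for dying cells, rose by 1.14 ± 0.14, while Timd4 was 1 of the 2 that fell. Of 41 lysosomal and proton pump genes, 25 rose and 16 did not pass (27 higher adjusted over the list alone). The median was 0.56, with an adjusted p of 2.83e-11 (adjusted p = 0.23 with an estimated correlation). Gusb, a lysosomal glucuronidase, rose by 1.10 ± 0.15, Ctsc, a protease, by 1.07 ± 0.15 and Grn, a growth factor precursor of lysosomes, by 1.09 ± 0.16. Of 30 genes of lipid uptake, storage and efflux, 7 rose and 1 fell (7 higher and 1 lower adjusted over the list alone). The median was 0.24, with an adjusted p of 0.0156 (adjusted p = 0.37 with an estimated correlation). Plin3, a lipid droplet protein, rose by 0.80 ± 0.17. This list did not pass with a term for sex (adjusted p = 0.055) or in experiment 3 alone (median 0.0518, adjusted p = 0.34).

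Of 26 genes of the interferon-gamma response, 15 rose and 11 did not pass (19 higher adjusted over the list alone). The median was 0.93, with an adjusted p of 3.71e-08 (adjusted p = 0.19 with an estimated correlation). Cxcl9, a chemokine for T cells, rose by 2.18 ± 0.34 (adjusted p = 0.000194), and lay above every AdCL library in 5 of 6. Gbp3 and Gbp7, interferon-induced GTPases of a family with close copies, rose by 1.07 ± 0.15 and 1.56 ± 0.23. Irf8, a transcription factor of interferon responses that also marks CD103 DCs, rose from 119 ± 24.5 to 267 ± 58.3 CPM (1.16 ± 0.12, adjusted p = 4.03e-06, 6 of 6). Of 19 complement genes, 6 rose and 13 did not pass (6 higher adjusted over the list alone). The median was 0.31, with an adjusted p of 0.0309 (adjusted p = 0.19 with an estimated correlation). C1qb rose by 1.03 ± 0.13. This list did not pass without AdCL DC 943 (adjusted p = 0.0714), in experiment 1 alone (0.0899) or with no term for the experiment (0.0806).

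Of 45 ribosomal protein genes, 39 fell and 6 did not pass (44 lower adjusted over the list alone). The median was -0.47, with an adjusted p of 1.52e-16 (adjusted p = 0.19 with an estimated correlation). These genes have many near-identical copies, and some overlap other genes, as Rpl18 does Sphk2. Rps15 fell from 495 ± 35.3 to 300.6 ± 38.1 CPM, a log2 fold change of -0.72 ± 0.11 (adjusted p = 0.00011), and Rpl18 by 0.66 ± 0.10. Of 26 genes of oxidative stress and iron handling, 9 fell and 1 rose (12 lower and 1 higher adjusted over the list alone). The median was -0.35, with an adjusted p of 0.000688 (adjusted p = 0.15 with an estimated correlation). The metallothioneins Mt1 and Mt2, which bind zinc and copper, fell by 1.61 ± 0.18 and 2.28 ± 0.24, and Txnrd1, a thioredoxin reductase, by 1.29 ± 0.12 (adjusted p = 2.11e-06). Of 24 genes of the unfolded protein response, 7 fell and 1 rose (8 lower and 1 higher adjusted over the list alone). The median was -0.32, with an adjusted p of 0.00346 (adjusted p = 0.19 with an estimated correlation). Hspa5, the main chaperone of the endoplasmic reticulum, fell from 5304 ± 2603 to 2606 ± 467 CPM (-0.88 ± 0.15).

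**Figure D2:**
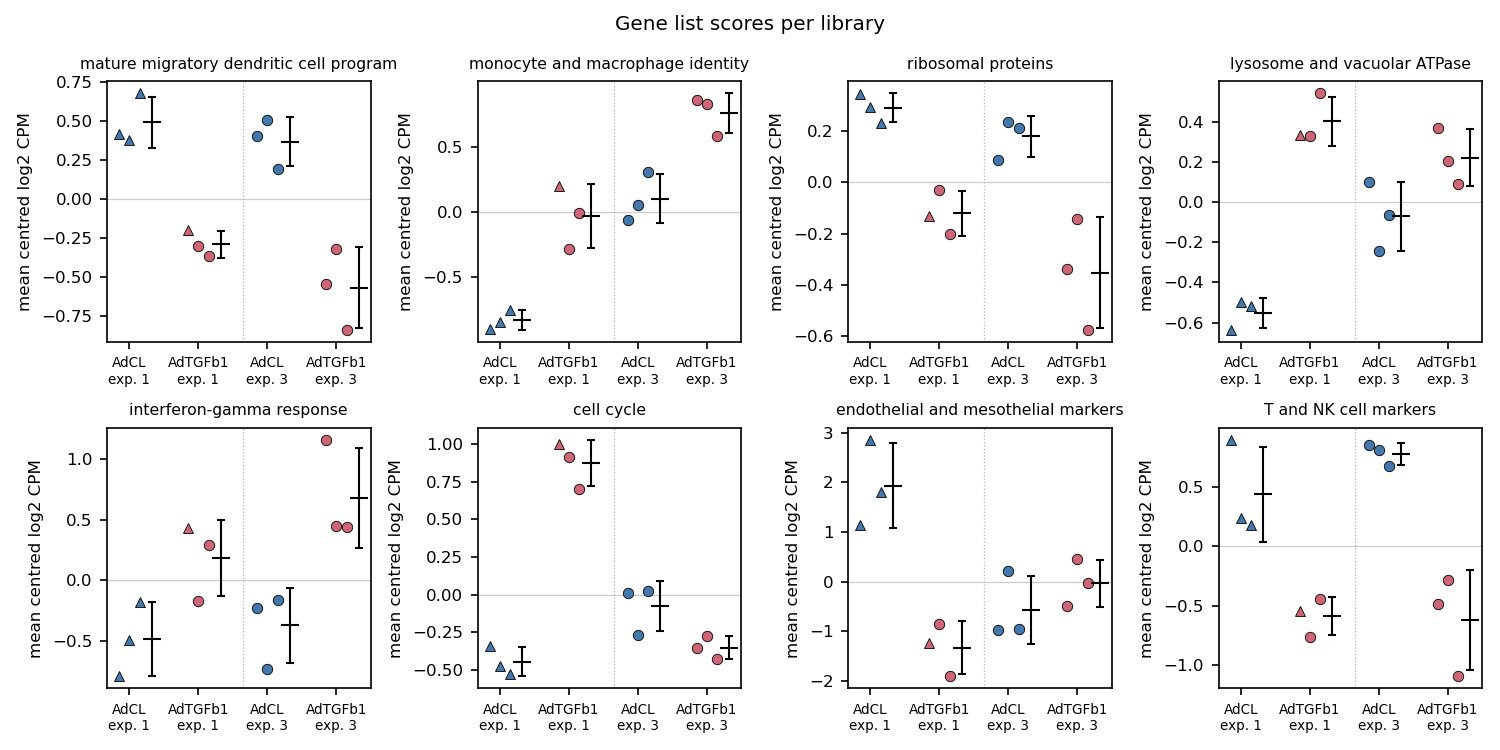
Mean centred log2 CPM of the members of 8 gene lists in each library, for AdCL (blue) and AdTGFb1 (red) in experiments 1 and 3; triangles are male and circles female libraries, and dashes with bars are means ± SD of 3. The mature migratory list lay at 0.429 ± 0.159 in the 6 AdCL and -0.429 ± 0.231 in the 6 AdTGFb1 libraries, and the endothelial list at 1.93 ± 0.863 in the AdCL libraries of experiment 1 alone.

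Genes that TGF-β is known to control moved in both directions. Of 37 tested members of the TGF-β list, 5 rose, 6 fell and 26 did not pass (5 higher and 6 lower adjusted over the list alone). The median was -0.11, with an adjusted p of 0.828 (adjusted p = 0.93 with an estimated correlation). Tgfbi, a matrix protein named for its induction by TGF-β, rose from 1018 ± 329 to 1978 ± 261 CPM (0.99 ± 0.16, adjusted p = 0.000307), and the receptors Tgfbr1 and Tgfbr2 rose by 0.47 ± 0.12 (adjusted p = 0.00915) and 0.62 ± 0.15 (adjusted p = 0.00564). The calls of Tgfbr1 and Tgfbr2 were lost with no term for the experiment (adjusted p = 0.0654 and 0.0671). The receptor Tgfbr3 was lower (-4.08 ± 0.92, adjusted p = 0.00459), although not past the threshold in experiment 3 (adjusted p = 0.139). Skil, an inhibitor of SMAD signalling, fell by 0.79 ± 0.17 (adjusted p = 0.0029), although not past the threshold in experiment 3 (-0.29 ± 0.15, adjusted p = 0.328, interaction adjusted p = 0.00605). The mouse gene Tgfb1 (-0.22 ± 0.13, adjusted p = 0.266) and Smad7, a feedback inhibitor that TGF-β induces (0.21 ± 0.14, adjusted p = 0.355), did not pass. The vector carries a porcine gene, whose transcript these counts do not measure separately. Of 33 genes of matrix remodelling and profibrotic mediators, 8 rose and 3 fell (8 higher and 5 lower adjusted over the list alone). The median was -0.093 and the mean 0.13, and camera's test pointed up (adjusted p = 0.546, adjusted p = 0.8 with an estimated correlation). In experiment 1 alone it passed, upward (adjusted p = 0.0256, adjusted p = 0.38 with an estimated correlation). Mmp14, a membrane-bound collagenase, rose by 1.40 ± 0.23 (2.14 in experiment 1 and 0.66 in experiment 3, interaction adjusted p = 0.00175). Trem2, a lipid receptor of macrophages, rose by 1.46 ± 0.27, although not past the threshold in experiment 3 (0.82 ± 0.29, adjusted p = 0.0935). Fgfr1, a growth factor receptor, fell by 1.36 ± 0.17.

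The remaining lists of immune function did not pass camera's test over both experiments, although single members did. With an estimated correlation their adjusted p ran from 0.48 for chemokine receptors and adhesion to 0.79 for MHC class II and immediate early genes. The fry test passed 2 of them as lower, chemokine receptors and adhesion (adjusted p = 0.004) and immune regulatory genes (0.0168). Of 24 alternative activation genes, 2 rose and 4 fell (3 higher and 5 lower adjusted over the list alone). The median was -0.25, with an adjusted p of 0.208 (0.016 with a term for sex). In experiment 1 alone 10 of the 24 rose and 5 fell, with a median of 0.259 (adjusted p = 0.195). In experiment 3 alone 8 fell and 1 rose, with a median of -0.675 (adjusted p = 3.99e-06, adjusted p = 0.12 with an estimated correlation). Ccl17, a chemokine for T helper 2 cells, fell by 1.70 ± 0.36 (adjusted p = 0.00299), although not past the threshold in experiment 1 (-0.73, adjusted p = 0.109, interaction adjusted p = 0.0132). Of 26 inflammatory cytokines and chemokines, 3 rose and 8 fell (4 higher and 9 lower adjusted over the list alone). The median was -0.39, with an adjusted p of 0.17 (0.0408 without AdCL DC 943). Il6, an inflammatory cytokine, fell by 1.73 ± 0.27 (adjusted p = 0.000232). Of 23 immune regulatory genes, 3 rose and 7 fell (5 higher and 9 lower adjusted over the list alone). The median was -0.22, with an adjusted p of 0.217. Ahr, a receptor for dietary and bacterial ligands, fell by 1.19 ± 0.12 and Il1r2, a decoy receptor for interleukin 1, by 1.61 ± 0.22. Of 33 type I interferon genes, 6 rose and 5 fell (6 higher and 5 lower adjusted over the list alone). The median was 0.21, with an adjusted p of 0.164 (0.0137 without AdTGFb1 DC 52, 0.00887 with a term for sex). Ifitm3, which blocks virus entry, fell by 0.98 ± 0.17. Of 19 MHC class II genes, 5 rose and 8 fell, also adjusted over the list alone. The median was -0.15, with an adjusted p of 0.539. Ctss, a protease that prepares MHC class II for peptide, rose by 0.95 ± 0.16 and H2-Oa, which limits peptide loading, fell by 1.51 ± 0.24. Of 30 chemokine receptors and adhesion genes, 5 rose and 8 fell, also adjusted over the list alone. The median was -0.21, with an adjusted p of 0.27. The integrins Itga5 and Itgb7 fell by 1.00 ± 0.12 and 1.13 ± 0.14, while the integrin Itgb5 rose by 1.38 ± 0.15 (adjusted p = 7.48e-06). Of 33 pattern recognition receptors, 7 rose and 6 fell (8 higher and 8 lower adjusted over the list alone). The median was 0.085, with an adjusted p of 0.546. Tlr4, the receptor for endotoxin, rose by 1.59 ± 0.28 and Nod2, a sensor of bacterial cell walls, fell by 1.02 ± 0.15. Of 30 immediate early genes, which respond to cell isolation among other signals, 2 rose and 5 fell (2 higher and 9 lower adjusted over the list alone). The median was -0.065, with an adjusted p of 0.274 (0.0484 without AdCL DC 943). In experiment 1 alone this list passed, downward (median -0.399, adjusted p = 0.00779, adjusted p = 0.5 with an estimated correlation). Nr4a3, a nuclear receptor, fell by 1.15 ± 0.14 and Fos, a transcription factor subunit, rose by 0.58 ± 0.11.

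Of 19 MHC class I genes, 4 rose and 15 did not pass (8 higher and 1 lower adjusted over the list alone). The median was 0.24, with an adjusted p of 0.0537 that lay under 0.05 without AdCL DC 7 (0.042), DC 9 (0.0364), DC 943 (0.0395) or DC 949 (0.0291) or AdTGFb1 DC 52 (0.0179) or DC 956 (0.00977), or with a term for sex (0.0386). With an estimated correlation it was 0.56. Of 23 cholesterol synthesis genes, 1 rose and 1 fell, also adjusted over the list alone. The median was 0.14, with an adjusted p of 0.329. Srebf2, the transcription factor of this pathway, was the gene that fell (-0.58 ± 0.11). Of 32 genes of glycolysis and hypoxia, 3 rose and 2 fell, also adjusted over the list alone. The median was 0.15, with an adjusted p of 0.332. Hk3, a hexokinase of myeloid cells, rose by 1.02 ± 0.17 and Ndrg1, a stress gene induced by low oxygen, fell by 0.84 ± 0.11. The 51 genes of oxidative phosphorylation did not pass, over all genes tested or adjusted over the list alone (median 0.11, camera adjusted p = 0.244, 0.0478 without AdCL DC 943 and 0.0294 without AdTGFb1 DC 956). Their median lay between 0.0279 (without AdTGFb1 DC 52) and 0.191 (without AdCL DC 949). With a term for sex the medians of cholesterol synthesis, glycolysis and oxidative phosphorylation were -0.017, -0.0043 and -0.117, and none passed. These 3 lists moved in opposite directions in the experiments. In experiment 1 alone camera passed cholesterol synthesis (median 0.554, adjusted p = 0.00342), glycolysis (0.634, adjusted p = 0.00177) and oxidative phosphorylation (0.478, adjusted p = 7.08e-06) as higher. In experiment 3 alone it passed them as lower (medians -0.344, -0.227 and -0.263, adjusted p = 0.039, 0.0228 and 0.000317). With an estimated correlation the adjusted p of these 6 results lay between 0.19 and 0.42. Of 18 CD103 DC markers, 6 rose and 2 fell, also adjusted over the list alone. The median was 0.27, with an adjusted p of 0.244. Cd207, the lectin langerin, was 1 of the 2 that fell (-3.14 ± 0.48, adjusted p = 0.000165), and the cDC1 integrin Itgae did not pass (0.09 ± 0.33, adjusted p = 0.883). Of 9 plasmacytoid DC markers 1 rose, also adjusted over the list alone, the inhibitory receptor Lair1 (1.31 ± 0.15). That list had a median of 0.29 and an adjusted p of 0.301, with medians between 0.122 (without AdCL DC 8) and 0.628 (without AdCL DC 949). The fry test passed the CD103 DC (adjusted p = 0.0343) and plasmacytoid DC lists (0.0244) as higher.

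Several lists of other cell types were lower over both experiments, although few of their single markers were called. Of 19 T and NK cell markers, 4 fell and 15 did not pass, also adjusted over the list alone. The median was -1.61, with an adjusted p of 0.00134 (adjusted p = 0.091 with an estimated correlation). Il7r, the interleukin 7 receptor (-1.09 ± 0.13), and Klrd1, a receptor of NK cells (-1.61 ± 0.34), were among the 4. In experiment 1 alone this list did not pass (median -1.10, adjusted p = 0.0572). Leaving out 1 library gave T and NK cell medians between -1.30 (AdTGFb1 DC 14) and -1.03 (AdCL DC 943), a range that does not hold -1.61. The genes tested changed together with the library in these fits. The scale of the values matters too, even with all 12 libraries. There the mean T and NK score on log2 CPM was 0.605 in AdCL and -0.605 in AdTGFb1. That gap is smaller than the list's mean log2 fold change of -1.57. The move is therefore not put down to the library. The same limit holds for the other list medians given here without 1 library. Of 14 neutrophil markers, 3 fell and 1 rose (5 lower and 1 higher adjusted over the list alone). The median was -1.61, with an adjusted p of 0.0294 (adjusted p = 0.17 with an estimated correlation). The list did not pass without AdCL DC 944 (median -0.959, adjusted p = 0.0517) or in experiment 1 alone (median -0.766, adjusted p = 0.283). Leaving out 1 library gave neutrophil marker medians between -1.36 (AdCL DC 9) and -0.716 (AdTGFb1 DC 954). Of 19 epithelial markers, 2 fell and 17 did not pass, also adjusted over the list alone. The median was -1.10, with an adjusted p of 0.0151 (adjusted p = 0.3 with an estimated correlation). Cxcl15, a chemokine made by lung epithelium, was 1 of the 2 (-3.45 ± 0.86). The epithelial median was -0.697 without AdCL DC 8. Of 18 endothelial and mesothelial markers, 2 fell and 16 did not pass, also adjusted over the list alone. The median was -1.51, with an adjusted p of 0.00173 (adjusted p = 0.51 with an estimated correlation). Ednrb, an endothelin receptor, was 1 of these (-2.36 ± 0.50). The endothelial median was -0.857 without AdCL DC 8. Of 23 fibroblast and smooth muscle markers, 2 fell over all genes tested, and neither passed adjusted over the list alone. The median was -0.89, with an adjusted p of 0.0217 (adjusted p = 0.64 with an estimated correlation). This list did not pass without AdCL DC 8 (0.0999), AdTGFb1 DC 14 (0.0783) or AdTGFb1 DC 54 (0.074), and its median lay between -1.34 (without AdTGFb1 DC 955) and -0.531 (without AdTGFb1 DC 54). Of 18 markers of eosinophils, basophils and mast cells, only 3 were left by the low-count filter, so the list rests on these 3. Of the 3, 2 fell, also adjusted over the list alone. Among them was Kit, a growth factor receptor of mast cells (-1.27 ± 0.22, but -0.62 and an adjusted p of 0.0576 in experiment 3, interaction adjusted p = 0.00588). The median was -1.51, with an adjusted p of 0.0318 (adjusted p = 0.34 with an estimated correlation). That list did not pass without AdTGFb1 DC 14 (0.0783), DC 52 (0.0664), DC 954 (0.0621) or DC 955 (0.0527) or AdCL DC 944 (0.0648). With a term for sex, the epithelial (adjusted p = 0.055), fibroblast (0.131), endothelial (0.0701) and eosinophil, basophil and mast cell (0.0887) lists did not pass. In experiment 3 alone these 4 lists did not pass either, with medians of -0.063, 0.29, 0.61 and -0.62 (adjusted p = 0.319, 0.17, 0.17 and 0.397). The fry test did not pass the fibroblast (adjusted p = 0.216) and endothelial lists (0.0779). Of 9 B and plasma cell markers, 1 rose, also adjusted over the list alone, the B cell receptor partner Cd22 (1.903 ± 0.44). That list did not pass (median -0.62, adjusted p = 0.927). Its median lay between -0.879 (without AdTGFb1 DC 955) and -0.0562 (without AdCL DC 8), and at 0.236 with a filter of 1 CPM in 6 libraries. Of 6 erythroid and platelet markers, 1 fell, also adjusted over the list alone, Tubb1, a tubulin of platelets (-3.23 ± 0.72). The median was -0.85, with an adjusted p of 0.164 (0.0498 without AdTGFb1 DC 956), and fry passed this list as lower (adjusted p = 0.00282).

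The second comparison asks whether the vector's effect was the same in experiments 1 and 3. The mature migratory and macrophage lists moved in the same direction in each, although 3 members of each list passed the interaction test and 3 mature list members were higher in experiment 1. Ccr7 fell by 1.80 ± 0.18 in experiment 1 and 1.58 ± 0.18 in experiment 3 (n = 3 per vector, adjusted p = 2.58e-07 and 1.19e-05, interaction adjusted p = 0.683). Zbtb46 fell by 1.68 ± 0.23 and 1.58 ± 0.23 (interaction adjusted p = 0.911), and Apoe rose by 2.09 ± 0.19 and 1.60 ± 0.19 (interaction adjusted p = 0.313). The medians of the mature migratory list were -0.96 and -0.84, of the macrophage list 0.97 and 0.84, of the interferon-gamma list 0.70 and 1.05 and of the ribosomal list -0.42 and -0.52 (interaction adjusted p = 0.96, 0.424, 0.537 and 0.217). Within experiment 1, edgeR called 3264 genes (1397 higher and 1867 lower), and within experiment 3 it called 850 (261 and 589). In experiment 1 the count was 1296 with a term for sex and 240 with a term for markers of other cells. In experiment 3 it was 498 without AdTGFb1 DC 956 and 521 without AdCL DC 944. Of the 3264 and 850 genes, 140 were higher in both, where independent lists of these sizes would share 27.6, and 409 were lower in both, where they would share 83.2 (one-sided Fisher's exact tests over genes, which are not independent, p = 1.6219e-68 and 3.8402e-220). Calls in opposite directions were shared by 19 and 10 genes, where independent lists would share 62.2 and 36.9. Across all tested genes the log2 fold changes of the experiments correlated at a Pearson coefficient of 0.143 and a Spearman coefficient of 0.233, and at a Pearson coefficient of 0.371 over the 7840 genes with at least 10 CPM.

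Other genes moved apart between the experiments. Fn1, the matrix protein fibronectin, rose from 578 ± 132 to 7846 ± 3496 CPM in experiment 1 (3.76 ± 0.35, n = 3 per vector) and fell from 1136 ± 594 to 455 ± 165 CPM in experiment 3 (-1.32 ± 0.32, adjusted p = 0.0132). The fall of Fn1 in experiment 3 did not pass without AdCL DC 943 (-0.83, adjusted p = 0.101) or AdTGFb1 DC 954 (-1.06, adjusted p = 0.0678). Its interaction was -5.08 ± 0.47, with the smallest adjusted p among the genes named for this comparison (3.85e-06). Chil3, a chitinase-like protein of macrophages, rose from 58 ± 45.3 to 1560 ± 538 CPM in experiment 1 and fell from 252 ± 207 to 47 ± 7.95 CPM in experiment 3 (interaction -7.17 ± 0.73, adjusted p = 1.04e-05). The log2 fold change of Chil3 in experiment 3 was -2.43, and -1.52 without AdCL DC 943 (adjusted p = 0.0249), and in experiment 1 it was 4.75, and 5.52 without AdCL DC 9. Genes that rose in experiment 1 and did not pass in experiment 3 were Atp6v0d2, a proton pump subunit (interaction -4.07 ± 0.44, adjusted p = 1.82e-05), Ccl6, a chemokine of macrophages (-3.21 ± 0.37, adjusted p = 3.79e-05), Igf1, a growth factor (-2.18 ± 0.26, adjusted p = 4.73e-05), and Spp1, the matrix protein osteopontin (-2.14 ± 0.37, adjusted p = 0.00135). These 4 genes rose in 3 of 3 libraries of experiment 1 and did not pass in experiment 3, where their adjusted p ran from 0.0657 for Ccl6 to 0.903 for Igf1. Ccl6 passed there, as lower, without AdTGFb1 DC 14 (adjusted p = 0.0411) or AdCL DC 944 (0.00131).

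**Figure D3:**
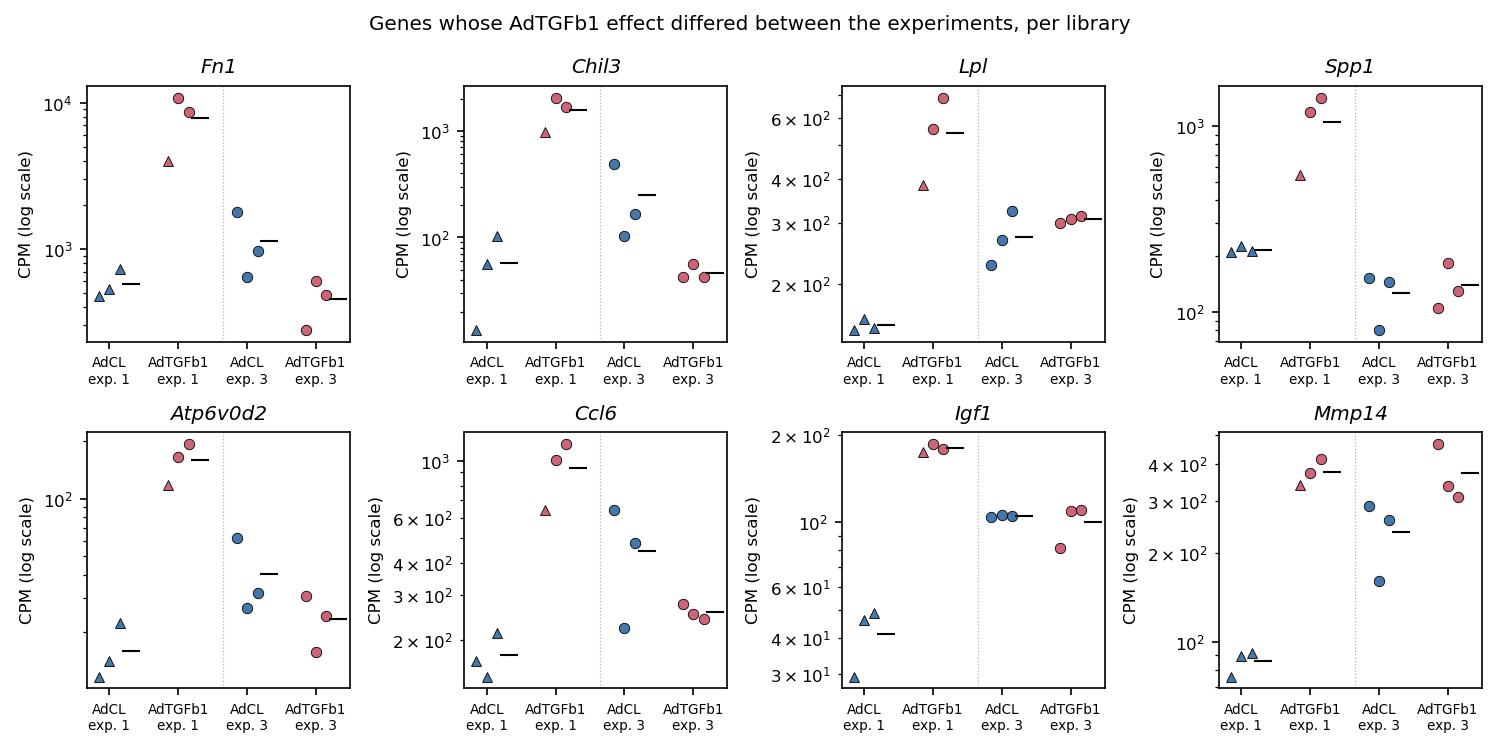
Levels of 8 genes in CPM on a log axis for AdCL (blue) and AdTGFb1 (red) in experiments 1 and 3, with 1 symbol per library (triangles male, circles female) and a black dash for the mean of 3. Fn1 rose from 578 to 7846 CPM in experiment 1 and fell from 1136 to 455 CPM in experiment 3.

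In all, 796 genes passed the interaction test, 453 with a positive and 343 with a negative value (530 in all without AdTGFb1 DC 52). Of the 38 lists, 15 passed camera's test of it, 1 of them with an estimated correlation. That list was the cell cycle, where 22 of 38 genes rose in experiment 1 (median 1.21) and 4 fell in experiment 3 (median -0.20; interaction median -1.53, adjusted p = 2.53e-16, adjusted p = 0.019 with an estimated correlation). Bub1b, a checkpoint kinase of mitosis, rose by 1.99 ± 0.29 in experiment 1 and by 0.46 ± 0.28, not past the threshold, in experiment 3 (interaction adjusted p = 0.025). Over both experiments 6 of these 38 genes rose and 32 did not pass (the same counts adjusted over the list alone). The median was 0.46, with an adjusted p of 0.00158 (adjusted p = 0.56 with an estimated correlation, adjusted p = 0.055 with a term for sex, adjusted p = 0.166 by fry). Of 22 alveolar macrophage markers, 11 rose in experiment 1 (median 1.33) and 2 fell in experiment 3 (median -0.81; interaction adjusted p = 1.79e-09, adjusted p = 0.086 with an estimated correlation). Over both, 3 rose and 1 fell (4 higher and 2 lower adjusted over the list alone), and the median was 0.29 (adjusted p = 0.322). Lpl, lipoprotein lipase, was among those that rose (1.00 ± 0.24), although not past the threshold in experiment 3 (0.17 ± 0.17, adjusted p = 0.675). The alveolar macrophage median over both lay between 0.111 (without AdTGFb1 DC 52) and 0.525 (without AdTGFb1 DC 954), and at -0.234 with a term for sex. The interaction was negative also for alternative activation (median -0.69, adjusted p = 1.12e-05), matrix remodelling (-0.65, adjusted p = 0.000224), cholesterol synthesis (-0.90, adjusted p = 1.38e-05), glycolysis (-0.71, adjusted p = 1.07e-06), oxidative phosphorylation (-0.80, adjusted p = 6.07e-12), lysosomal genes (-0.51, adjusted p = 6.21e-09) and lipid handling (-0.38, adjusted p = 0.00528). With an estimated correlation these adjusted p-values were 0.15, 0.21, 0.15, 0.21, 0.15, 0.21 and 0.21. It was positive for the TGF-β list (0.44, adjusted p = 0.00499), type I interferon genes (0.42, adjusted p = 0.00929) and immediate early genes (0.55, adjusted p = 0.00029), at adjusted p-values of 0.21, 0.64 and 0.48 with an estimated correlation. The type I interferon list had a median of 0.11 in experiment 1, where its test pointed down (adjusted p = 0.748), and of 0.50 in experiment 3 (adjusted p = 0.00188, adjusted p = 0.39 with an estimated correlation).

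These differences came together with differences in markers of other cells. In experiment 1, 15 of 18 endothelial markers and 12 of 23 fibroblast markers were lower with AdTGFb1 (medians -3.42 and -2.39), while in experiment 3 the medians were 0.61 and 0.29 and 2 fibroblast markers were higher; the interactions had medians of 3.80 and 2.77 (adjusted p = 3.06e-10 and 3.09e-08, and 0.15 and 0.21 with an estimated correlation). Inmt, a methyltransferase abundant in lung fibroblasts, stood at 32.5 CPM in the AdCL libraries of experiment 1 and had no count in the 3 AdTGFb1 libraries, at least 151-fold lower than its AdCL mean against a floor of 3 counts per library, or at least 85.3-fold without AdCL DC 8 (interaction adjusted p = 0.000351). The epithelial list had a median of -2.33 in experiment 1, or -1.99 with its gene at 0 set to that bound, and -0.063 in experiment 3 (interaction adjusted p = 0.0728). The list of eosinophils, basophils and mast cells, with 3 of 18 members tested, had medians of -2.33 and -0.62 (interaction median 1.43, adjusted p = 0.00581, adjusted p = 0.2 with an estimated correlation). Experiment 1 was also the experiment in which sex was not balanced between the vectors. With a term for sex 157 genes passed the interaction test, and with a term for the marker score of these cells 37. The SE grew with each term. On the original values, positive and negative interactions kept slopes of 1.1 and 0.81 with the sex term and of 0.65 and 1 with the marker term. The lower counts are therefore not separated from the larger SE.

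**Figure D4:**
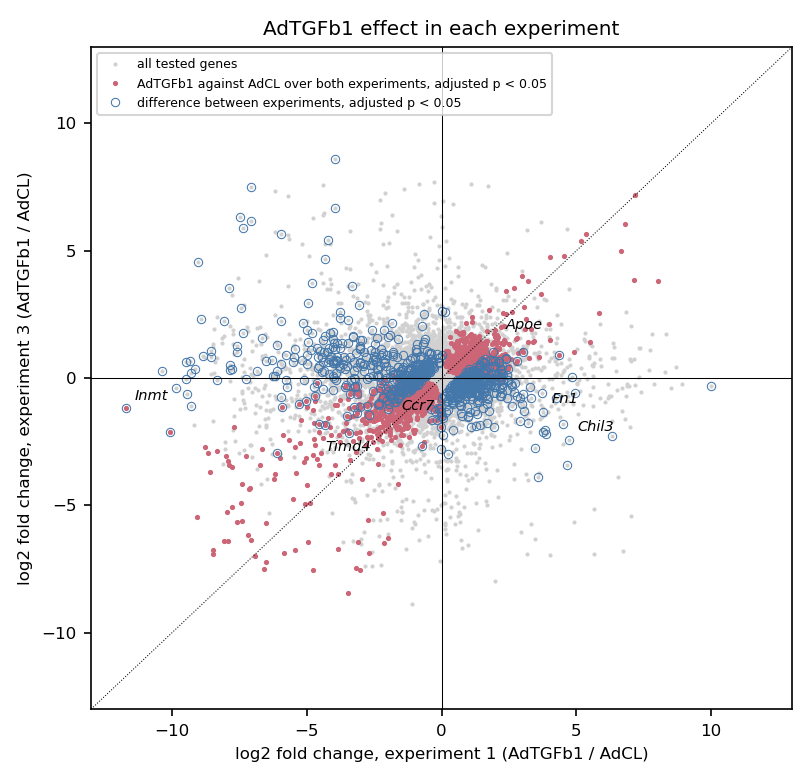
Log2 fold change of AdTGFb1 against AdCL in experiment 1 (horizontal) and experiment 3 (vertical) for the 13221 tested genes (grey), with genes called over both experiments in red, genes called for the interaction ringed in blue and equality dotted. Ccr7 and Timd4 lay low in each experiment and Apoe high in each, while Fn1 lay at 3.76 in experiment 1 and -1.32 in experiment 3.

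The third comparison asks how far the experiments themselves differed. Stab1, a scavenger receptor whose exons overlap Nt5dc2 on the other strand, was higher in experiment 3 by a log2 fold change of 1.34 ± 0.14 (n = 6 per experiment, adjusted p = 0.000128), and so were Cx3cr1, a chemokine receptor of monocytes and macrophages (1.51 ± 0.17, adjusted p = 0.000222), and Abcc3, a membrane transporter (1.34 ± 0.16, adjusted p = 0.000233). Klf9, a transcription factor that glucocorticoids induce, was lower by 1.72 ± 0.22 (adjusted p = 0.000316) and Zfand2a, a gene of the heat shock response, by 0.85 ± 0.10 (adjusted p = 0.000233). With the vector as a term, edgeR called 472 genes higher and 378 lower in experiment 3. All libraries of experiment 3 were female against 2 of 6 in experiment 1, and with a term for sex 547 genes passed.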

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

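Among the tests of explanations here, that of alveolar macrophages and those of maturation and macrophage genes were chosen after the result was seen, as were the fits with a sex term, with offsets for GC content and length, and with a term for other-cell markers; the others were planned before.

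The vector's effect differed between the experiments for 796 genes, while the highest of 99 other assignments of libraries to experiments gave 158 genes, so chance is excluded as the source (value 1 of 100). Sex of the mice cannot be told apart from this: in AdTGFb1 libraries of experiment 1 the male library differed from the female ones along the interaction with a slope of 0.061, far below 1, but it is a single library, and with a sex term the values kept slopes of 1.1 and 0.81 on the original ones while 157 genes passed and the median SE grew from 0.414 to 0.527 for positive and from 0.327 to 0.385 for negative values. Cells of other types in the AdCL libraries of experiment 1 also stay open: a term for their marker score left a slope of 0.65 for the positive values (median size 1.84 before and 1.32 after, median SE 0.414 and 0.682) and of 1 for the negative ones, and 37 genes passed, but with 79.1% of the score's variance between the 4 groups an effect of such cells is not separated from the larger SE. Alveolar macrophages in the AdTGFb1 libraries of experiment 1 may account for part of the negative values, as 11 of 16 markers with at least 5 CPM were higher there, which met the criterion first written; a requirement added after that was seen, that the restricted markers Siglecf, Marco, Car4, Ear2 and Fabp4 rise too, was met by 1 of 5. Whatever else set the experiments apart as biology, such as the time after the vector, was not tested.

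Ribosomal protein genes were lower with AdTGFb1 (median -0.473, 39 of 45). With offsets for GC content and length, which moved 3248 genes by over 0.1, the median was -0.417 and 30 of 45 were still lower, so such a trend does not explain the whole of it. Library scaling stays open: relative to all tested genes the median was at most -0.471 under 3 scalings, but a scaling factor moves all genes of a library alike, so that comparison could not have come out otherwise and the bound set for it in advance was wrong. Reads shared with pseudogenes stay open: the tested ribosomal pseudogenes had a median of -1.08, opposite to reads moving onto them, but they were 4 genes at a median of 1.08 CPM, too few and too low to decide although the bound set in advance was met. A lower demand for protein synthesis with AdTGFb1 is a biological possibility that was not tested.

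Genes of DC maturation were lower and macrophage genes higher with AdTGFb1. Sex does not explain this, since within experiment 3, where all libraries are female, the medians were -0.844 and 0.842. A lower share of DCs with more of every other cell type is argued against over both experiments. There 5 of 5 lists of other cells had medians below -0.3. In experiment 3 alone the T and NK (-1.39) and neutrophil lists (-2.06, or -1.72 with its gene at 0 set to its bound) also pointed against it. With an estimated correlation, however, neither list passed in experiment 3 (adjusted p = 0.052 and 0.11). In experiment 1 neither passed with the preset correlation (medians -1.10 and -0.766, adjusted p = 0.0572 and 0.283). The epithelial (-0.063), fibroblast (0.29) and endothelial (0.61) lists do not argue against it in experiment 3. A higher share of macrophages or monocyte-derived cells among the sorted cells stays open, with the CD11b DC identity list at -0.812 (-0.347 and not past the threshold in experiment 1 alone), because fewer DCs and DCs that express less of these genes give the same values. A change of state in the DCs themselves under TGF-β1 is the biological candidate explanation, and these bulk libraries do not separate it from a change in the mix of cells.

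The number of genes called over both experiments, 897 higher and 1374 lower, compares with at most 465 in 1 direction among 99 other splits that kept the experiments balanced, so chance is excluded (value 1 of 100 for each). For the 19 lists that passed, chance is not excluded, since 5 of 100 splits passed as many and the highest other passed 23. For experiment 3 against 1, 850 genes compare with a highest other of 16 (value 1 of 100), which excludes chance. Within experiment 1 (3264 genes, highest other 0 by edgeR) and within experiment 3 (850 genes, highest other 0 by edgeR) the 10 splits are too few for a share under 0.05 (value 1 of 10 for each).

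Of 436 groups of 6 libraries tested for a library far from the other 5, 34 held one. An expected count by chance of about 21.8 assumes normally distributed values from the same population. That was not given here, since each group pooled both experiments and many values were CPM that were not log-transformed. All 34 stood high. The count of 34 therefore does not show an excess over chance. AdCL DC 944 stood high for Ccl17 (1160 CPM), Ccr7 (1510), Cd209a (411), Il6 (36.6), Mt2 (328), Muc1 (17.1) and Tcf4 (118). AdCL DC 943 stood high for Chil3 (488 CPM), Fn1 (1800), Gzma (5.1), Tapbp (343, overlapping Zbtb22) and Tfec (7.02). AdCL DC 949 stood high for Gbp2b (18.8 CPM), Scamp5 (7.77) and the share of counts on Malat1 (3.01%). AdCL DC 8 stood high for Inmt (60.8 CPM) and the club cell gene Scgb1a1 (315), AdCL DC 9 for Ppbp (7.62) and AdCL DC 7 for Tnfrsf8 (17). AdTGFb1 DC 955 stood high for Cd207 (105 CPM), Gzmb (0.479), Mfap4 (9.1, overlapping Mapk7), Mt2 (91.1), Pdgfra (5.51) and the CD11b DC identity score (-0.185). AdTGFb1 DC 954 stood high for Gbp2b (85.1 CPM) and Gzma (0.349), and AdTGFb1 DC 956 for Inmt (9.3), Selp (4.95), Spata32 (2.54) and total counts (15.6 M). AdTGFb1 DC 14 stood high for Ccr9 (3.94 CPM) and AdTGFb1 DC 54 for Fosl1 (14.7, overlapping Ccdc85b) and Srebf2 (237).

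Among the 176 named genes, 37 passed edgeR's test of a difference between the experiments, given here as experiment 3 minus experiment 1 on the log2 scale. Of those reported here, negative values were found for Chil3 (-7.17), Fn1 (-5.08), Atp6v0d2 (-4.07), Cfb (-3.43), Ccl6 (-3.21), Ndufs7 (-2.35), Igf1 (-2.18), Spp1 (-2.14), Ccl17 (-1.95), Lpl (-1.67), Siglec1 (-1.65), Bub1b (-1.53), Mmp14 (-1.48), Grn (-0.964), Ctss (-0.955), Gusb (-0.931), Ccr2 (-0.896), C1qc (-0.878), Tgfbi (-0.863), Ctsc (-0.843) and Sdha (-0.803). Positive values were found for Inmt (10.5, a fitted value that rests on a group at 0), Sema6a (4.76), Gata2 (4.7), Itga2b (4.34), Pdgfra (3.98), S100a9 (3.17), Mfap4 (2.89), Il10 (2.78), Cd207 (2.77), Fosl1 (2.11), Kit (1.3), Nlrp3 (1.15), Gadd45b (1.04), Skil (1) and Hspa5 (0.948). Mfap4, Fosl1 and Tapbp share exon sequence with Mapk7, Ccdc85b and Zbtb22. By lists, camera's test passed for 15, and for 1 of them, the cell cycle, with an estimated correlation. Their medians were 3.8 for endothelial, 2.77 for fibroblast and 1.43 for eosinophil, basophil and mast cell markers, 0.548 for immediate early, 0.438 for TGF-β and 0.42 for type I interferon genes. Negative medians were -1.84 for alveolar macrophage markers, -1.53 for the cell cycle, -0.897 for cholesterol synthesis, -0.804 for oxidative phosphorylation, -0.715 for glycolysis and hypoxia, -0.689 for alternative activation, -0.648 for matrix remodelling, -0.514 for lysosomal genes and -0.382 for lipid handling.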

How the results depend on the processing

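The fits with a sex term, with GC content and length offsets and with a term for other-cell markers were chosen after the data were seen; the rest were planned. Over both experiments, 95 of the 140 called named genes were called under every alternative run for single genes. Other filters and each experiment alone were not among these, and DESeq2 gave values for 175 of the 176 named genes. Whichever library was left out, 124 were called, and the calls lost by leaving 1 out were those of 16 genes. With no experiment term 18 calls were lost, with a sex term 17, with GC and length offsets 6 and with the other-cell term 32. Of the 19 lists, 15 passed whichever library was left out and 13 with a sex term.

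The count of genes higher was 582 with a sex term and 369 with the other-cell term, against 897, and that of genes lower 761 with the other-cell term, against 1374. Within experiment 1 the count was 1296 with a sex term and 240 with the other-cell term, against 3264. For the interaction it was 1286 with DESeq2, 1222 with no filter, 157 with a sex term and 37 with the other-cell term, against 796. For experiment 3 against 1 it was 1346 with DESeq2 and 547 with a sex term, against 850. The other-cell term raised the SE of the experiment 1 contrast 2.14 times, and how far the terms removed an effect was not separated from that. In the simulation over both experiments, 17% of DESeq2's calls were false, against 3.97% of edgeR's. There DESeq2 recovered 61.2% of the genes changed 2-fold, against 58.2%. It was not simulated for the interaction or for experiment 3 against 1. The cause of the larger counts with DESeq2 and with no filter was not tested further. With an estimated correlation 0 of the 38 lists passed camera's test, with 8 at an unadjusted p under 0.05. By fry 21 of the 38 passed, where 3 of the 19 lists were lost and 5 others gained.

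Leaving out 1 library gave 630 (without AdTGFb1 DC 54) to 1007 (without AdCL DC 943) genes higher, 1063 (AdCL DC 7) to 1481 (AdCL DC 943) lower, 2332 (AdTGFb1 DC 54) to 3342 (AdCL DC 943) in experiment 1, 498 (AdTGFb1 DC 956) to 871 (AdTGFb1 DC 14) in experiment 3, with 521 without AdCL DC 944, 530 (AdTGFb1 DC 52) to 956 (AdCL DC 944) for the interaction, 588 (AdCL DC 949) to 829 (AdCL DC 943) for experiment 3 against 1, and 17 (AdTGFb1 DC 14) to 22 (AdCL DC 943) lists. These fits tested 13754 to 13873 genes, against 13221, so the library was not separated from the set of genes tested.

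In experiment 3 alone the median reversed for alveolar macrophage markers (-0.807), the cell cycle (-0.204), cholesterol synthesis (-0.344), glycolysis and hypoxia (-0.227), oxidative phosphorylation (-0.263), fibroblast (0.29) and endothelial markers (0.61), and changed sign for the TGF-β (0.275) and immediate early lists (0.0993), which passed in neither fit. With a sex term, medians over both experiments changed sign for alveolar macrophage markers (-0.234), oxidative phosphorylation (-0.117) and cholesterol synthesis (-0.017). Those of glycolysis and hypoxia (-0.0043) and TGF-β (0.0792) did so too, and these lists passed neither with nor without that term. Such medians can also move with the scale of the values. Without a sex term the alveolar macrophage list had a mean log2 fold change of 0.00617. Its mean scores on log2 CPM were -0.0756 in AdCL and 0.0756 in AdTGFb1. The changes of sign are therefore not put down to sex. With the other-cell term, log2 fold changes within experiment 1 changed sign for Cd22 (-0.81), Cxcl9 (-0.46), Gbp2b (-0.46), Gpnmb (-0.60), Nos2 (-0.93), Scgb1a1 (0.49), Tap1 (-0.22, overlapping Psmb9) and Tapbp (-0.10, overlapping Zbtb22), and with GC and length offsets for Wdfy4 (0.046). Each of these values was smaller than its SE (edgeR adjusted p from 0.744 to 0.941), so their direction is not determined. The cause was not tested. No paired analysis was possible because the vectors share no DC number. Settings meant for normalised values were not run because the table holds counts. Depth limits what can be said of rare transcripts, since 3 counts correspond to 0.181 to 0.31 CPM.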

Other observations

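The 4 genes described in the first paragraph were chosen after their values were seen.

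Some of the strongest decreases with AdTGFb1 lay outside every list. Wnt11, a secreted signalling protein, fell from 259 ± 54.5 to 45.3 ± 9.49 CPM, a log2 fold change of -2.54 ± 0.15 (edgeR, n = 6 per vector, adjusted p = 1.16e-08). Arap2, a regulator of small GTPases and of the actin skeleton, changed by -2.20 ± 0.15 (adjusted p = 6.94e-08), Ramp3, a partner of peptide hormone receptors, by -1.99 ± 0.16 (adjusted p = 6e-07), and Stat5a, a transcription factor downstream of cytokine receptors such as that for GM-CSF, by -1.98 ± 0.16 (adjusted p = 6.72e-07). For each of these 4 genes, 6 of 6 AdTGFb1 libraries lay below every AdCL library, and each was called within each experiment.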
